# FGF-induced Pea3 transcription factors program the genetic landscape for cell fate determination

**DOI:** 10.1371/journal.pgen.1007660

**Published:** 2018-09-06

**Authors:** Ankur Garg, Abdul Hannan, Qian Wang, Tamica Collins, Siying Teng, Mukesh Bansal, Jian Zhong, Keli Xu, Xin Zhang

## Abstract

FGF signaling is a potent inducer of lacrimal gland development in the eye, capable of transforming the corneal epithelium into glandular tissues. Here, we show that genetic ablation of the Pea3 family of transcription factors not only disrupted the ductal elongation and branching of the lacrimal gland, but also biased the lacrimal gland epithelium toward an epidermal cell fate. Analysis of high-throughput gene expression and chromatin immunoprecipitation data revealed that the *Pea3* genes directly control both the positive and negative feedback loops of FGF signaling. Importantly, *Pea3* genes are also required to suppress aberrant Notch signaling which, if gone unchecked, can compromise lacrimal gland development by preventing the expression of both *Sox* and *Six* family genes. These results demonstrate that Pea3 genes are key FGF early response transcriptional factors, programing the genetic landscape for cell fate determination.

## Author summary

FGF signaling regulates cell fate decision by inducing genome-wide changes in gene expression. We identified Pea3 family transcription factors as the key effectors of FGF signaling in reprograming the epithelia transcriptome. Pea3 factors control both the feedback and feedforward circuities of FGF signaling in lacrimal gland development. They also activate specific expression of Six and Sox family genes and suppress aberrant activation of Notch signaling. In the absence of Pea3 genes, the lacrimal gland progenitors become epidermal-like in their gene expression patterns. The study of Pea3 function resolves the long standing conundrum of how FGF induces the lacrimal gland fate, providing direction for regenerating the lacrimal gland to treat dry eye diseases.

## Introduction

During development of a complex multicellular organism, organ identity is determined by the combination of lineage-specific and signal-induced transcription factors. In mammalian lacrimal gland development, the extracellular signals include Fibroblast Growth Factor (FGF), Bone Morphogenetic Protein (BMP), Notch and Wnt that either cooperate or antagonize each other during budding, elongation and branching morphogenesis [1]. In particular, genetic evidence has revealed that FGF signaling initiated by the binding of FGF10/Fgf10, sent from the periocular mesenchyme, to FGFR2B/Fgfr2b on the conjunctival epithelium is indispensable for lacrimal gland development in both human and mouse [2–5]. Demonstrating the striking potency of FGF signaling in driving the lacrimal gland fate, ectopic expression of either rat *Fgf10* or human *FGF7* in the lens led to the formation of lacrimal gland-like cells in an area that under normal physiological conditions develops into the planar corneal epithelium [6, 7]. This is at least partly mediated by both the FGF-induced Sox9 expression required for lacrimal gland induction and the Sox10 expression for acini formation [8]. However, unlike BMP, Notch and Wnt which have well established downstream transcription effectors Smad, NICD and β-catenin, respectively, how FGF signaling triggers its transcriptional responses in lacrimal gland cell fate determination is not known.

The Pea3 family of transcription factors, composed of Pea3 (Etv4), Erm (Etv5) and Er81 (Etv1), are E26 transformation-specific (ETS)-domain proteins that can be phosphorylated by Mitogen-Activated Protein Kinase (MAPK) to control their subcellular localization, DNA binding and transactivation [9]. They have been shown to act as oncogenes in melanoma, breast, lung and prostate cancer, mimicking the aberrant activation of RAS-MAPK pathways commonly present in a multitude of malignancies [10]. During embryonic development, expression of the *Pea3* genes closely correlates with the activities of FGFs, making these genes suitable candidates for being the downstream effectors of FGF-Ras-MAPK signaling [11, 12]. Indeed, conditional inactivation of *Pea3*/*Erm* in the lung epithelium disrupted the Fgf10-Shh feedback loop, resulting in smaller lung sizes, but mice were grossly healthy and exhibited normal life-span [13, 14]. In the limb buds, Pea3 and Erm mediate FGF signaling in the proximal-distal (P-D) and anterior-posterior (A-P) patterning, which was evident by the growth retardation and mild polydactyly in the *Pea3*/*Erm* mutants [15, 16]. Nevertheless, these *Pea3*/*Erm* mutant phenotypes were relatively modest compared to the FGF signaling mutants in the same tissues.

In this study, we show that the MAPK-regulated Pea3 family of transcription factors are critical for lacrimal gland duct elongation and branching. Deletion of all three *Pea3* genes from the lacrimal gland epithelium resulted in ectopic expression of epidermal markers, shifting the lacrimal gland progenitor cells toward a cutaneous cell fate. In addition to previously reported FGF signaling response genes, we also identify *Six1* and *Six2* as being novel targets of the FGF-Pea3 axis, showing that these two genes cooperate in regulating lacrimal gland branching. Loss of *Pea3* results in aberrant upregulation of Notch signaling in the lacrimal gland primordia driven by Jag1-mediated lateral activation and concurrent downregulation of the Notch modulator, lunatic fringe. Aberrant Notch signaling sustains this auto-stimulatory loop by upregulating Jag1 expression, leading to the downregulation of FGF signaling effector genes and failure of lacrimal gland induction. The shift of cellular identity and discordance of FGF-Notch crosstalk in the absence of Pea3 transcription factors establishes *Pea3* genes as cell fate determinants in lacrimal gland development.

## Results

### Lacrimal gland development requires Pea3 transcription factors

Mouse lacrimal gland development commences at E13.5 with the thickening of the conjunctival epithelium, which subsequently forms a bud, entering the surrounding periocular mesenchyme by E14.5. This process is triggered by the mesenchymal release of Fgf10 which activates FGF signaling in the epithelium. This signaling leads to the activation of the Pea3 family of ETS transcription factors, *Pea3*/*Etv4*, *Erm*/*Etv5*, *Er81*/*Etv1* (Fig 1A–1C, dotted lines) [5, 17, 18]. We conditionally deleted *Mek* and *Erk* using an *Le-Cre* transgenic mouse line, in which Cre-recombinase linked to an IRES-GFP reporter was expressed in the conjunctival epithelium and the lacrimal gland [19]. In both *Le-cre; Mek1*^*fl/fl*^*; Mek2*^*-/-*^ (*Mek KO*) and *Le-cre; Erk1*^*-/-*^*; Erk2*^*fl/fl*^ (*Erk KO*) lacrimal gland epithelia, expressions of *Pea3* transcription factors were abolished (Fig 1D–1I, dotted lines).

**Fig 1:**
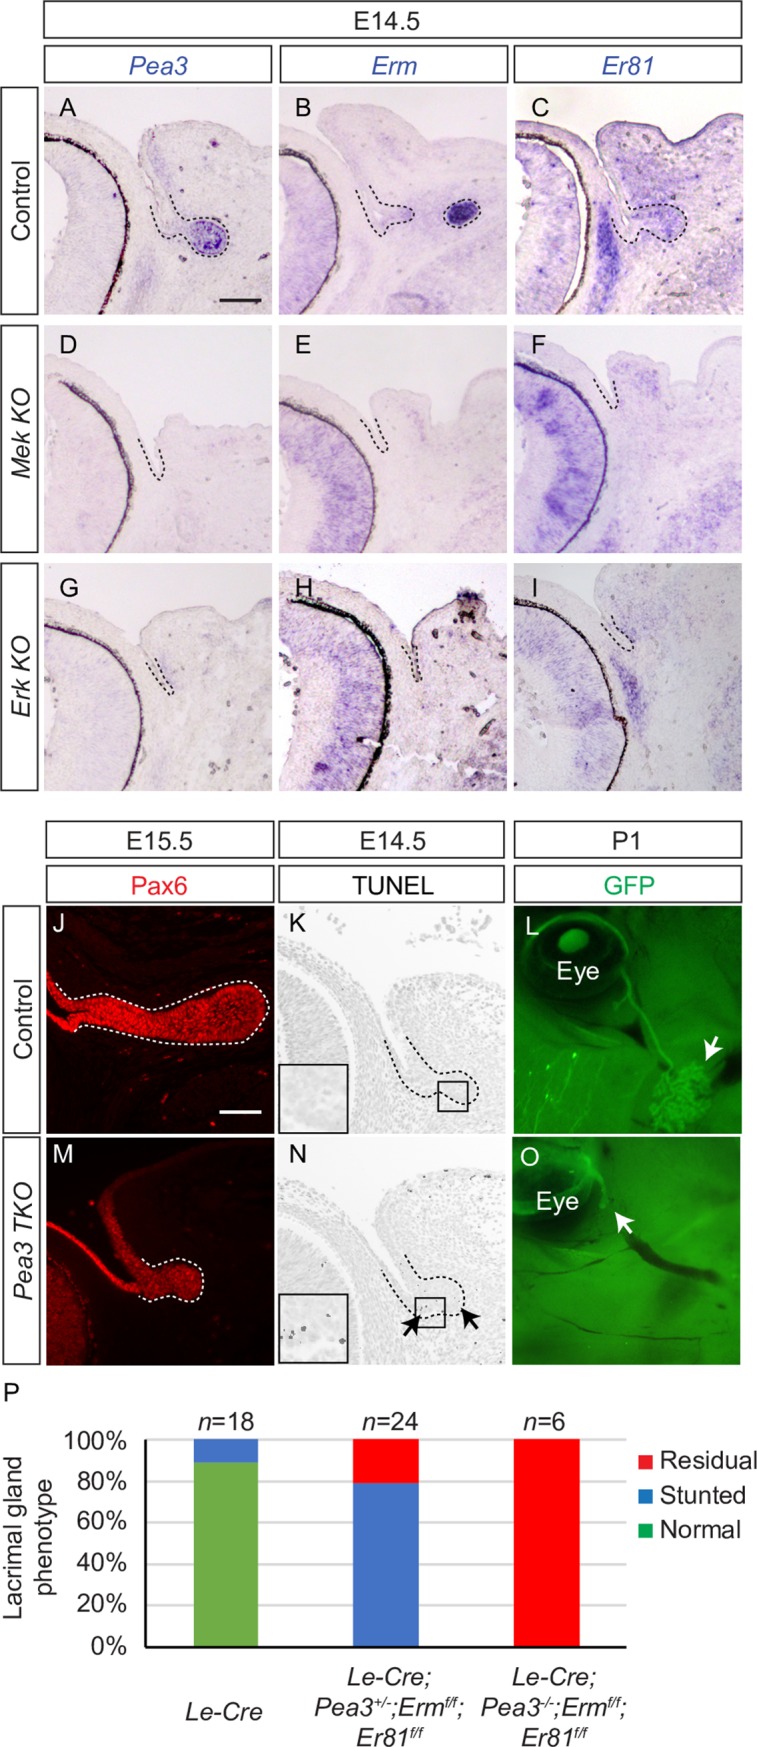
MAPK-regulated Pea3 transcription factors are required for lacrimal gland development. (**A-I**) Inactivation of Mek and Erk signaling abolished expression of the Pea3 family of transcription factors, *Pea3*, *Erm* and *Er81*, in the E14.5 lacrimal gland epithelium. (**J, M**) Lacrimal gland specific ablation of *Pea3/Erm/Er81* genes resulted in a smaller lacrimal gland bud as indicated by Pax6 expression. The lacrimal gland buds are marked by dotted lines. (**K, N**) TUNEL staining indicated an increase in apoptosis in the *Pea3 TKO* lacrimal gland bud (arrows). (**L, O**) At the P1 stage, *Pea3 TKO* mutants displayed a residual lacrimal gland as shown by the GFP reporter. (**P**) Quantification of the lacrimal gland phenotype in *Pea3 TKO* mutants at P1. Scale bars, 50μm.

To study the function of these transcription factors, we conditionally deleted *Erm* and *Er81*, two members of the Pea3 family of transcription factors, in a *Pea3*-null background using *Le-Cre*. Indicated by the lacrimal gland progenitor cell marker Pax6, the lacrimal gland primordia in E15.5 *Le-cre; Pea3*^*-/-*^*; Erm*^*fl/fl*^*; Er81*^*fl/fl*^ (hereafter referred to as *Pea3 TKO*) embryos were noticeably smaller in size compared to the control (Fig 1J and 1M, dotted lines). As reflected by TUNEL staining, this was consistent with an increase in apoptosis seen in the lacrimal gland primordia (Fig 1K and 1N, arrows). Analysis of the malformed gland marked by GFP expression additionally showed that both duct elongation and branching were severely compromised at the post-natal P1 stage (Fig 1L and 1O, arrows). In contrast, the lacrimal gland phenotype was considerably less severe in mice carrying at least one normal copy of *Pea3* (Fig 1P), indicating the importance of *Pea3* gene. Of note, unlike *Mek* and *Erk KO* that displayed complete lacrimal gland aplasia, *Pea3 TKO* still presented with residual lacrimal glands. These results suggest that Pea3 transcription factors mediate some but not all of MAPK-dependent processes in lacrimal gland development.

### Pea3 transcription factors fine tune FGF signaling

In order to decipher the gene regulatory network of Pea3 transcription factors, E14.5 lacrimal gland epithelial tissue from control (*Le-Cre*) and mutant (*Pea3 TKO*) mouse embryos were micro-dissected using laser capture microscopy and subjected to RNA-seq (Fig 2A, *n* = 3 per condition). 

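The deposited data held 1 table of counts per sample for 3 control (Le-Cre) and 3 Pea3 TKO samples, each from E14.5 lacrimal gland buds isolated by laser capture. Le-Cre is a transgene that expresses the Cre recombinase in the ocular surface ectoderm, and Pea3 TKO animals lack Etv4 (Pea3), Etv5 (Erm) and Etv1 (Er81) there. The authors amplified the RNA and sequenced it, and the tables give the reads they counted on each of 23420 gene symbols, without normalization. Total counts were 17860140, 16314591 and 15534868 in control replicates 1 to 3 and 15235218, 14194775 and 17221673 in Pea3 TKO replicates 1 to 3. At these depths the smallest share that 3 counts can show lay between 0.17 and 0.21 CPM. Counts were normalized by the TMM method of edgeR and tested with its quasi-likelihood test and Benjamini-Hochberg adjustment over the 13087 genes that passed its low-count filter. Expression is given as CPM, the TMM-normalized count as a share of the library scaled to 1e6, as the mean ± SD of n = 3 samples. The common dispersion corresponded to a coefficient of variation of 0.26 between replicates. No pair of replicates held the same library, since chi-square per degree of freedom over genes was at least 15.5 within groups. Exact permutation of 3 samples against 3 cannot give a p below 0.10. Of the 34 tested genes that the paper names for these data, all 34 had every Pea3 TKO sample on the same side of every control sample. Most of them were named for their change in these same samples, which by itself favours this outcome.

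In total 3268 genes passed an adjusted p threshold of 0.05, of which 1783 were increased and 1485 decreased in Pea3 TKO. The sample labels number the replicates 1 to 3 in both groups. With the replicate number as a block, 3191 genes passed. Deviations from the group means correlated across genes at a mean r of 0.024 for samples sharing a number and -0.012 for samples with different numbers, so the numbers showed no sign of pairing the samples. Among the alternatives set beforehand, apart from cutoffs on the fold change, leaving out control replicate 3 moved the number of differentially expressed genes most, to 1948. Positions are those of GENCODE M21 on GRCm38, matched by gene symbol.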

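Clustering used the 200 genes with the largest interquartile range of log2(CPM + 1). Average linkage on Euclidean distances placed all 3 control samples in 1 branch and all 3 Pea3 TKO samples in the other. The branches joined at a height of 24.8, against 9.4 for the last merge within a group. Pearson r over these genes averaged 0.89 ± 0.06 (SD over 6 pairs) within groups, with a range from 0.83 to 0.96. Between groups it averaged 0.05 and never exceeded 0.24 over 9 pairs. These are correlations across genes, which are not independent replicates. Taking the 200 genes with the smallest p raised the mean r within groups to 0.98. From the separation of the groups and the correlation within them, the paper takes the results as robust.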

Unsupervised clustering analysis of the normalized data revealed that control and mutant samples were separated into two distinctive groups and that data from individual samples within each group were highly correlated (Fig 2B, r = 0.8), indicating the robustness of the obtained results. Gene ontology analysis showed that biological processes such as protein degradation, ECM interaction, glycosaminoglycan biosynthesis and cell adhesions are significantly downregulated in *Pea3 TKO* mutants (Fig 2C), which is in line with the previous findings that proteoglycans and ECM proteins play important roles in lacrimal gland development [5, 8, 17, 18]. 

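The KEGG and DAVID gene lists used by the authors are not in the files analysed here, so lists written before the data were opened stood in for them, tested with the camera method of limma and Benjamini-Hochberg adjustment over 25 sets. No such list was written for protein degradation or cell adhesion. Heparan sulphate synthesis genes (21 tested) were lower in Pea3 TKO (mean log2 fold change -0.90, adjusted p = 2.4e-05), with 6 decreased and 1 increased at an adjusted p threshold of 0.05. Collagen genes (32 tested) were mixed, and camera placed them lower as a set (mean log2 fold change -0.25, adjusted p = 2.9e-05), with 12 decreased, 5 increased and 17 of 32 on the higher side. Their mean log2 fold change ranged from -0.56 to 0.57 across fits without 1 sample, so its sign was not stable. Other ECM-receptor interaction genes (53 tested) showed no shift as a set (adjusted p = 0.96), with 9 increased and 10 decreased. Among them, Itga9 fell from 376.0 ± 78.4 to 50.9 ± 9.3 CPM and Itgb6 rose from 3.5 ± 0.9 to 22.4 ± 2.8 (n = 3 each). With the genes named in the paper left out, the set tests gave adjusted p = 0.44 for heparan sulphate synthesis and 0.31 for collagens. Those genes were named for their decrease in these data, so leaving them out tends by itself to weaken the sets. From its own enrichment of decreased genes, the paper concludes that ECM interaction, glycosaminoglycan biosynthesis and cell adhesion were downregulated.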

In addition, PI3K and Ras pathways were also impaired in *Pea3 TKO* mutants, suggesting that downstream effectors of FGF signaling may also be compromised. 

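A list of 28 tested PI3K-AKT components had a mean log2 fold change of 0.30 (camera adjusted p = 0.26), with 6 genes increased and 1 decreased in Pea3 TKO. For 27 Ras-MAPK components the mean was 0.03 (adjusted p = 0.85), with 5 increased and 2 decreased. Neither shift could be told from zero. Genes that respond to FGF-ERK signaling, without the Pea3 genes themselves (24 tested), were lower as a set (mean log2 fold change -0.42, adjusted p = 0.0019), with 10 decreased and 5 increased. This set was past the threshold only with the genes the paper names included, since without them its adjusted p was 0.27. The paper names those genes for their change in these data, so leaving them out tends by itself to weaken the set. Fgfr1 had a log2 fold change of -2.07 (standard error 0.17, adjusted p = 7.3e-05). These lists stood in for the KEGG pathways of Fig 2C. The paper tested enrichment among decreased genes, whereas camera tests a net shift of all members, so the outcomes can differ. From its pathway results, the paper proposes that effectors downstream of FGF may have been compromised.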

To validate this idea, we compared our dataset with the previously published result from the *Fgfr2* conditional knockout [8]. Gene set enrichment analysis (GSEA) revealed that there was indeed a significant overlap in downregulated genes between *Pea3 TKO* and *Fgfr2* mutants (NES = -6.8, p = 0.01) (Fig 2D) [20]. Taken together, these results are consistent with the notion that the *Pea3* family of genes act downstream of the FGF signaling cascade.

**Fig 2:**
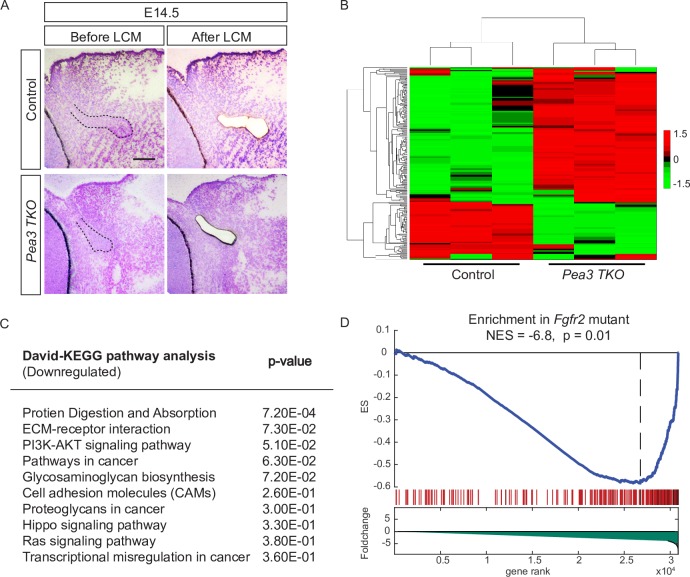
Bioinformatics analysis indicates that Pea3 transcription factors are downstream of FGF signaling during lacrimal gland development. (**A**) Images of sections before and after laser capture microscopy to isolate the lacrimal gland bud. Scale bar, 50μm. (**B**) Clustergram analysis of the top 200 differentially expressed genes in RNA-seq data from 6 different samples (Control, *n* = 3, Mutant, *n* = 3). The control and mutant samples were segregated into two separate clusters, indicating the robustness of our data (r = 0.8). (**C**) KEGG pathway analysis of downregulated genes in *Pea3* mutant using DAVID indicated that several key pathways were significantly downregulated. (**D**) Gene set enrichment analysis (GSEA) analysis showed that the transcriptome changes in *Pea3* mutants resemble that of the previously reported *Fgfr2* mutant.

Further analysis revealed that Pea3 transcription factors were uniquely positioned to fine tune the FGF signaling outcome. 

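Etv5 (Erm), on chromosome 16 from 22381309 to 22439719, fell from 1057.8 ± 127.5 to 139.2 ± 45.8 CPM (n = 3 each), a log2 fold change of -2.93 (standard error 0.24, adjusted p = 6.6e-05). Etv4 (Pea3), on chromosome 11 from 101769742 to 101785371, fell from 151.1 ± 29.1 to 19.5 ± 8.8, a log2 fold change of -2.95 (standard error 0.31, adjusted p = 2.6e-04). Etv1 (Er81), on chromosome 12 from 38779380 to 38870484, was lowest in controls at 31.8 ± 2.8 and fell to 9.5 ± 0.4, a log2 fold change of -1.74 (standard error 0.20, adjusted p = 4.3e-04). For each of them, all 3 Pea3 TKO samples lay below all 3 controls. With the replicate number as a block, the log2 fold changes were -2.98 for Etv5, -3.02 for Etv4 and -1.74 for Etv1. Among the alternatives set beforehand, leaving out Pea3 TKO replicate 3 moved Etv4 most, to -3.34, and a covariate for Y-linked expression, added after the data were seen, gave -2.41. These are the genes targeted in Pea3 TKO, and their deletion can by itself lower their counts. The counts are per gene and not per exon, so loss of targeted sequence is not separated from lower transcription. They therefore cannot show whether these factors promote their own expression. From these decreases the paper concludes that Pea3 transcription factors promoted their own expression. It adds in situ hybridization and binding sites in other cell lines, which were not analysed here.

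**Figure D1:**
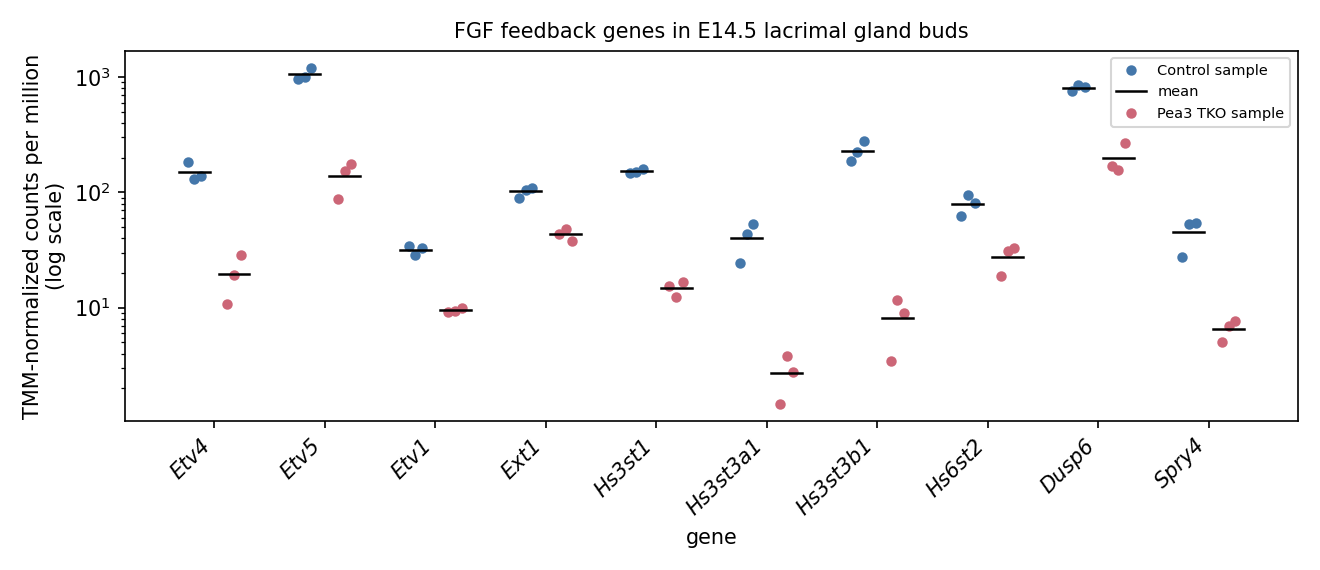
CPM (log axis) of FGF feedback genes in each control (blue) and Pea3 TKO (red) sample, with black bars at the mean of 3 samples. All 3 Pea3 TKO samples lie below all 3 control samples for every gene, and Etv5 has the highest control mean at 1057.8.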

First, Pea3 transcription factors promoted their own expressions in the lacrimal gland bud, as *Pea3*, *Erm* and *Er81* transcripts were reduced in *Pea3 TKO* RNA-seq dataset (Fig 3A). 

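Ext1, on chromosome 15 from 53064038 to 53346159, encodes a heparan sulphate polymerase and fell from 101.9 ± 10.6 to 43.1 ± 4.9 CPM (n = 3 each), a log2 fold change of -1.24 (standard error 0.15, adjusted p = 4.9e-04). The decrease of Hs3st3b1, on chromosome 11 from 63885792 to 63922290, was larger, from 228.8 ± 46.8 to 8.1 ± 4.2, with a log2 fold change of -4.83 (standard error 0.37, adjusted p = 4.7e-05). Hs3st3a1 lies on the same chromosome from 64435332 to 64522841 and had a log2 fold change of -3.91 (standard error 0.40, adjusted p = 2.4e-04). Hs3st1, on chromosome 5 from 39613935 to 39755475, fell from 152.6 ± 5.7 to 14.8 ± 2.3, a log2 fold change of -3.36 (standard error 0.15, adjusted p = 2.5e-06). Hs6st2, on chromosome X from 51387212 to 51681856, changed less and had a log2 fold change of -1.53 (standard error 0.23, adjusted p = 0.0017). Embryo sex differed between the groups and this gene is X-linked. With the covariate for Y-linked expression, added after the data were seen, its log2 fold change was -1.28. Hs3st6, which the paper does not name, had a log2 fold change of -4.94 (standard error 0.50, adjusted p = 2.3e-04). For Ext1, the fits that each left out 1 sample ranged from -1.33 to -1.16, all with an adjusted p of at most 0.0041.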

Second, expression of heparan sulphate biosynthetic enzymes Ext1, Hs3st and Hs6st was also down regulated (Fig 3A). Since heparan sulphate proteoglycans are known to act as co-receptors for Fgf10, this was expected to dampen the positive feedback mechanism of FGF signaling. 

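Dusp6, a phosphatase that inactivates ERK, lies on chromosome 10 from 99263231 to 99267489. It fell from 809.6 ± 45.7 to 196.9 ± 59.9 CPM (n = 3 each), a log2 fold change of -2.04 (standard error 0.19, adjusted p = 1.7e-04). Spry4, on chromosome 18 from 38586247 to 38601415, fell from 45.0 ± 15.0 to 6.5 ± 1.3, a log2 fold change of -2.78 (standard error 0.30, adjusted p = 3.3e-04). Under the fit that left out Pea3 TKO replicate 3 the value for Dusp6 was -2.32, the largest shift among the alternatives set beforehand. The covariate for Y-linked expression, added after the data were seen, moved it further, to -1.61. From these decreases the paper concludes that Pea3 transcription factors were required for Dusp6 and Spry4 expression. For Dusp6 it adds in situ hybridization and Erm binding in postnatal lacrimal gland cells, which were not analysed here.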

Third, Pea3 transcription factors were required for the expression of Dusp6 and Spry4 (Fig 3A), which are both inhibitors of Ras-MAPK signaling. Reevaluating the available ChIP-seq data from the human LoVo and GIST48 cancer cell lines [21, 22], we found that all of the above negative and positive feedback genes could be bound by either PEA3, ERM or ER81 in their promoter (within 5000 bp of the transcriptional start site) and/or enhancer regions (beyond 5000 bp upstream or downstream to the promoter site) (Fig 3A and 3B). Many of the ChIP-seq peaks for PEA3 proteins overlapped with H3K4Me1, H3K4Me3 and DNAse I sensitivity sites, signifying an open chromatin conformation in these regions (Fig 3B). Since *Erm* was the most highly expressed Pea3 transcription factor during lacrimal gland development (Fig 1B), we searched for the putative Erm binding sites in the corresponding mouse genomic regions using TRANSFAC database (S1 Fig). By chromatin immunoprecipitation, we confirmed that Erm protein indeed bound to the *Ext1*, *Dusp6*, *Col2a1* and *Mmp2* loci in P4 lacrimal gland cells (S1 Fig). In addition, RNA in situ hybridization experiments confirmed that *Pea3*, *Erm*, *Er81* and *Dusp6* genes were down regulated specifically in the *Pea3 TKO* lacrimal gland primordia (Fig 3C). These data show that Pea3 transcription factors play a central role in modulating the levels of FGF signaling by regulating the positive and negative feedback loops involved in the fine tuning of this pathway.

**Fig 3:**
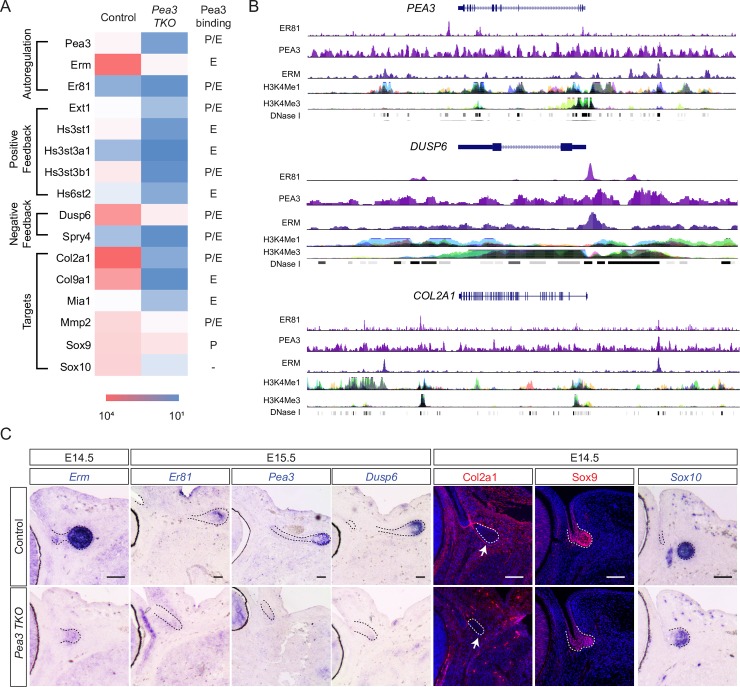
Pea3 induces both the feedback and feedforward circuits in FGF signaling. (**A**) The heatmap of Pea3-dependent genes involved in feedforward and feedback regulation of FGF signaling. P: promoter region, E: enhancer region. (**B**) Analysis of ChIP-seq data in the LoVo and GIST48 cancer cells line showed binding sites for the Pea3 transcription factors in the promoter and enhancer regions of *Pea3*, *Dusp6* and *Col2a1*. (**C**) The Pea3-dependent genes confirmed by RNA in situ hybridization and immunostaining in the lacrimal gland bud (dotted lines). Arrows indicate the basement membrane staining of Col2a1. Scale bars, 50μm.

### The lacrimal gland progenitors were biased toward the epidermal fate in *Pea3* mutants

The Sox family of transcription factors Sox9 and Sox10 have been previously identified as downstream targets of FGF signaling important for lacrimal gland development [8]. 

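Sox10, on chromosome 15 from 79154908 to 79165240, fell from 387.8 ± 6.4 to 71.9 ± 29.7 CPM (n = 3 each), a log2 fold change of -2.43 (standard error 0.24, adjusted p = 2.2e-04). Sox9, on chromosome 11 from 112782224 to 112787760, fell from 378.2 ± 50.8 to 261.5 ± 21.1, a log2 fold change of -0.53 (standard error 0.13, adjusted p = 0.017). The change in Sox9 was the smaller of these, and its adjusted p rose to 0.072 without Pea3 TKO replicate 2 and to 0.067 without control replicate 2. Sox10 stayed between -2.82 and -2.22 when each sample was left out in turn. With the covariate for Y-linked expression, added after the data were seen, the log2 fold changes were -0.47 for Sox9 and -1.88 for Sox10.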

The expression levels of *Sox10* were severely diminished in *Pea3 TKO* mutants, whereas the reduction in Sox9 expression was less dramatic (Fig 3A and 3C). Interestingly, the ChIP-seq analysis suggested that the promoter of *SOX9* but not that of *SOX10* harbored direct binding sites for PEA3 factors (Fig 3A). Sox9 was previously shown to regulate the expression of extracellular matrix related genes *Col2a1*, *Col9a1*, *Mia1* and *MMP2*, which is consistent with the dynamic remodeling of the extracellular matrix during lacrimal gland development [8]. 

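Col9a1, on chromosome 1 from 24177610 to 24252684, fell from 758.6 ± 70.2 to 6.5 ± 0.8 CPM (n = 3 each), a log2 fold change of -6.86 (standard error 0.16, adjusted p = 2.8e-08) and the smallest p of all tested genes. Col2a1, on chromosome 15 from 97975602 to 98004695, fell from 1122.3 ± 121.3 to 27.6 ± 4.1, a log2 fold change of -5.34 (standard error 0.17, adjusted p = 1.2e-07). Mmp2, on chromosome 8 from 92827291 to 92853420, had 355.6 ± 43.0 CPM in controls and 125.6 ± 18.4 in Pea3 TKO, a log2 fold change of -1.50 (standard error 0.15, adjusted p = 1.9e-04). Mia (Mia1 in the paper), on chromosome 7 from 27179742 to 27181157, had a log2 fold change of -1.24 (standard error 0.17, adjusted p = 9.5e-04). Col9a1 remained between -6.95 and -6.77 across fits without 1 sample. From this reduction and the binding sites in other cell lines, the paper proposes a feedforward mechanism. It also reports Erm binding at Col2a1 and Mmp2 in postnatal lacrimal gland cells, and Col2a1 staining of the bud. The binding and staining experiments were not analysed here.

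**Figure D2:**
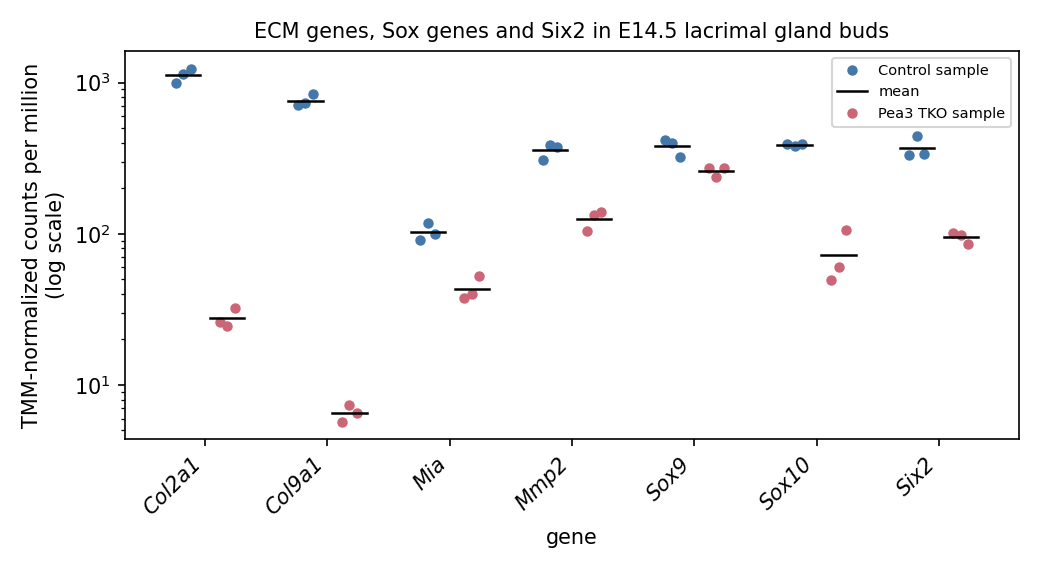
CPM (log axis) of extracellular matrix genes, Sox genes and Six2 in each control (blue) and Pea3 TKO (red) sample, with black bars at the mean of 3 samples. Col9a1 shows the widest gap, 758.6 against 6.5, and Sox9 the narrowest, 378.2 against 261.5.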

Interestingly, these genes were also occupied by PEA3 transcription factors in their promoter/enhancer regions in GIST48 and LoVo cells, with their expressions being down regulated in *Pea3 TKO* mutants (Fig 3A–3C). Therefore, by controlling both Sox9 and its downstream targets, Pea3 transcription factors activate a feedforward mechanism in regulating lacrimal gland development.

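The files list 52 keratin genes, of which 18 were expressed enough to test. Of these, 16 were increased and 1, Krt23, was decreased at an adjusted p threshold of 0.05. As a family they shifted up (camera adjusted p = 7.9e-10, mean log2 fold change 2.99). Krt14, on chromosome 11 from 100203162 to 100207548, rose from 88.2 ± 13.7 to 609.9 ± 160.5 CPM (n = 3 each), a log2 fold change of 2.79 (standard error 0.21, adjusted p = 4.3e-05). Krt5, on chromosome 15 from 101707070 to 101712898, rose from 197.1 ± 147.2 to 1630.3 ± 194.1, a log2 fold change of 3.05 (standard error 0.45, adjusted p = 0.0014). The highest expression was reached by Krt15, on chromosome 11 from 100131758 to 100135928, with 3343.5 ± 1077.2 in Pea3 TKO against 306.9 ± 359.6 in controls and a log2 fold change of 3.44 (standard error 0.75, adjusted p = 0.0099). Its control SD exceeded its control mean, since control replicate 1 had 719.9 CPM and replicates 2 and 3 had 137.6 and 63.1. Without control replicate 1 the log2 fold change of Krt15 was 5.05, and that of Krt5 was 3.84. Log2 fold changes were 4.53 for Krt6a, 3.06 for Krt7, 3.29 for Krt17, 1.61 for Krt8, 1.55 for Krt18 and 1.86 for Sfn, all with an adjusted p of at most 0.0073. Krt6b, a close paralog of Krt6a, had too few counts to test. Across the fits without 1 sample, between 13 and 15 keratins were increased.

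**Figure D3:**
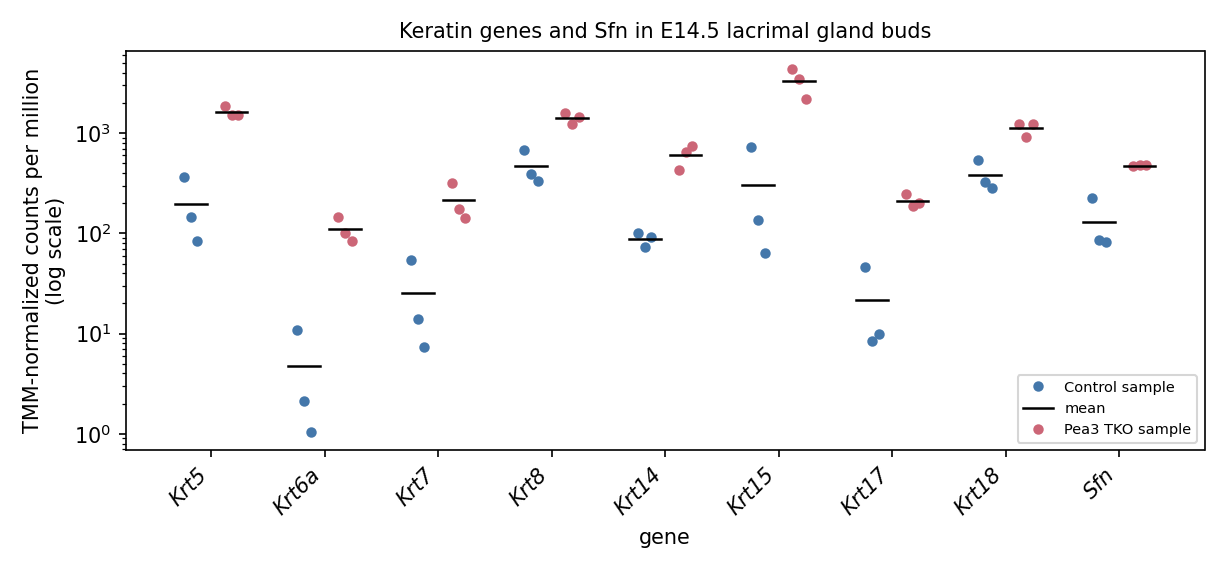
CPM (log axis) of keratin genes and Sfn in each control (blue) and Pea3 TKO (red) sample, with black bars at the mean of 3 samples. All 3 Pea3 TKO samples lie above all 3 controls for every gene, and control replicate 1 (leftmost blue point) is the highest control, with 719.9 for Krt15.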

Strikingly, the transcriptome analysis additionally revealed that many keratin genes were upregulated in *Pea3 TKO* mutants (Fig 4A). This result was especially unexpected because the keratins that were ectopically expressed are typically found in the cutaneous epithelium during embryonic development, rather than in the lacrimal gland. This led us to hypothesize that there was a shift in cell identity from the lacrimal gland fate to the epidermal-like fate in the absence of *Pea3* genes. To test this idea, we performed GSEA of differentially upregulated genes in *Pea3 TKO* mutants compared to the published gene expression datasets of E14.5 mouse embryonic skin [23]. 

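The skin cell gene sets of the published dataset are not in the files analysed here, and lists of marker genes written beforehand stood in. Of the epidermis list, 47 genes were tested, 41 were higher in Pea3 TKO and 34 passed an adjusted p threshold of 0.05 (mean log2 fold change 2.00, camera adjusted p = 5.6e-16). For instance, Evpl rose from 6.8 ± 1.9 to 48.9 ± 19.5 CPM (n = 3 each). Without the genes that the paper names, the epidermis list had an adjusted p of 6.0e-13. The conjunctiva list (12 tested) rose too, with a mean log2 fold change of 3.24 (camera adjusted p = 1.0e-09). So did the cornea list (4 tested), with a mean log2 fold change of 4.34 (camera adjusted p = 0.0027). The rise was thus not specific to the epidermis list. The hair follicle placode list was mixed, with 8 of 16 genes increased and 2 decreased (mean log2 fold change 0.75, adjusted p = 0.21), and was not past the threshold. Sostdc1 rose (log2 fold change 1.78) and so did Wnt10a (2.40), but Edar fell (-2.81). The choice that mattered most was the correlation between genes of a set. When it was estimated from the data in place of a fixed value of 0.01, the adjusted p of the epidermis list was 0.22.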

This analysis showed that the transcriptome of the *Pea3 TKO* lacrimal gland primordia was significantly enriched in genes prevalent in the epidermis (Fig 4B, NES = 11.99, p<0.001) and hair follicle placode (NES = 9.0, p<0.01). In contrast, no significant similarities were observed when compared with the dermal condensates, skin fibroblast, melanocyte or Schwann cells. 

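None of the lists for these cell types passed the threshold in the camera test. Dermal condensate markers (7 tested of 20 listed) gave a mean log2 fold change of 1.23, adjusted p = 0.23. Fibroblast markers (22 tested) gave a mean log2 fold change of 1.60, adjusted p = 0.097, with 20 of them higher in Pea3 TKO. Melanocyte markers (7 tested) gave a mean log2 fold change of -0.71, adjusted p = 0.21, and Schwann cell markers (12 tested) a mean log2 fold change of 0.76, adjusted p = 0.86. The Fibroblast list depended on the choice of samples and on the correlation assumed between genes, as its adjusted p was 1.3e-04 without Pea3 TKO replicate 3 and 0.025 without control replicate 3, but 0.68 with a correlation estimated from the data. The paper contrasts these cell types with the epidermis.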

We next examined a set of genes that displayed nested expressions from the epidermis, to the conjunctiva to the lacrimal gland. At E14.5, Krt14 was mostly restricted to the epidermis, and Krt5 and *Sfn* were only present in the skin epidermis and the conjunctival epithelium, whereas *Krt7* expression was expanded into the stalk region of the lacrimal gland but excluded from the bud (Fig 4C). In the *Pea3 TKO* mutant, all these genes were expressed in the lacrimal gland primordia. These data indicated that Pea3 proteins prevented the lacrimal gland progenitors from adopting the epidermal fate.

**Fig 4:**
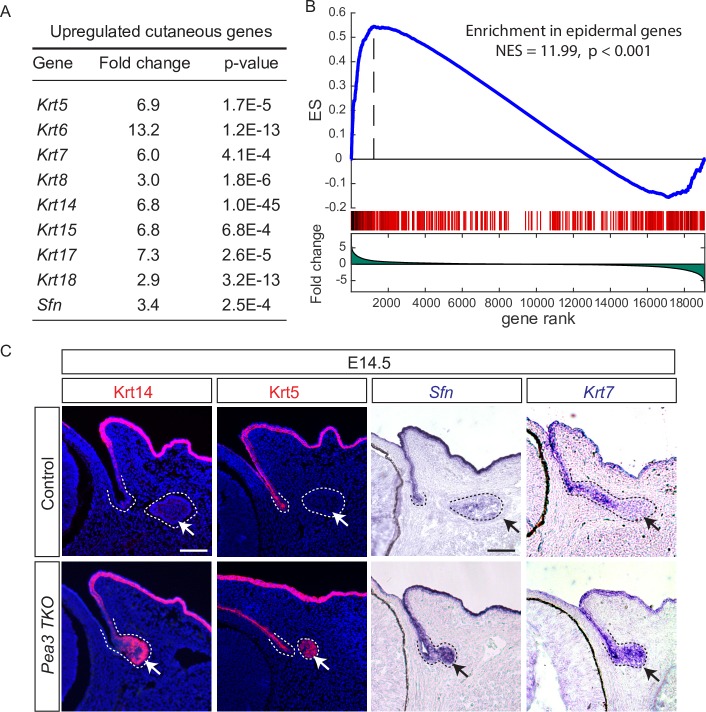
Loss of *Pea3* disrupted the adoption of the lacrimal gland fate. (**A**) A list of genes typically expressed in the cutaneous epithelium that were upregulated in the *Pea3 TKO* lacrimal gland bud. (**B**) GSEA analysis of differentially upregulated genes in the *Pea3 TKO* mutants showed a strong resemblance to the epidermal gene signature. (**C**) Ectopic expression of Krt14, Krt5, Sfn and Krt7 in the *Pea3* mutant lacrimal gland. Scale bars, 50μm.

### Six1 and Six2 cooperate to regulate branching morphogenesis downstream to FGF-Pea3 signaling

To further understand the molecular mechanism of *Pea3* mutant defects, we sought to determine the most differentially regulated genes in our dataset. 

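By the quasi-likelihood test, 1564 genes had an adjusted p under 0.05 together with an absolute log2 fold change above 1, of which 1081 were increased and 483 decreased. With unadjusted p in its place, the counts were 1325 increased and 576 decreased genes. Among genes with a mean normalized count of at least 50 and no overlap between the groups, the largest decrease was that of Dynlt1b (-11.29), a gene with near-identical copies whose reads the counting could have split. It was followed by Raver2, on chromosome 4 from 101068983 to 101152370, with 54.1 ± 9.2 CPM in controls and 0.1 ± 0.1 in Pea3 TKO (n = 3 each), a log2 fold change of -9.56 (standard error 0.53, adjusted p = 8.6e-06). Sorcs1 (-8.54) came next.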

For this analysis, the gene expression changes depicted by Log_2_ (fold change) were plotted on the x-axis against the corresponding statistical significance depicted by -Log_10_ (p-value) on the y-axis (Fig 5A). Apart from the aforementioned FGF-responsive genes *Spry4*, *Dusp6*, *Col2a1*, *Col9a1*, *Sox9 and Sox10*, transcription factors *Six1* and *Six2* also emerged as significantly downregulated genes in *Pea3 TKO* mutants. 

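Six2, on chromosome 17 from 85684277 to 85688274, fell from 370.6 ± 62.1 to 94.9 ± 8.0 CPM (n = 3 each), a log2 fold change of -1.97 (standard error 0.14, adjusted p = 3.9e-05). Among tested genes ordered by log2 fold change from the lowest, Six2 was number 240, while Col9a1 was number 18, Col2a1 number 29 and Spry4 number 128 of 13087. With each sample left out in turn, Six2 ranged from -2.04 to -1.82. The paper reports Six2 as significantly downregulated and, from binding peaks in other cell lines, proposes that it could be a direct target. Its in situ hybridization, not analysed here, also showed less Six2 in Pea3 TKO glands.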

Importantly, both *SIX1* and *SIX2* loci in GIST48 and LoVo cells displayed significant ChIP-seq peaks for PEA3, Erm and ER81 in open chromatin conformations marked by histone H3K4Me1 and H3K4Me3 methylations and DNase I sensitivity, suggesting they could be direct targets of PEA3 transcription factors (Fig 5B). Indeed, in situ hybridization for *Six1/ Six2* revealed that their expressions were significantly reduced in E14.5 *Pea3 TKO* lacrimal glands (Fig 5C, dotted lines) and abolished in *Le-Cre; Fgfr2*^*fl/fl*^ mutants (Fig 5C, arrows). Therefore, *Six1* and *Six2* are transcriptional targets of Pea3 and FGF signaling in the lacrimal gland epithelium.

**Fig 5:**
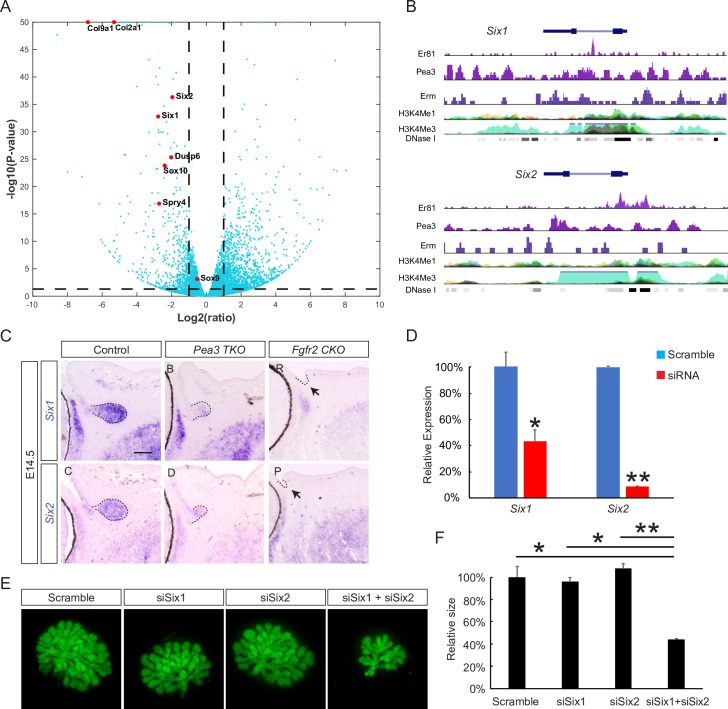
*Six1* and *2* are downstream targets of Pea3. (**A**) Volcano plot of dysregulated genes in *Pea3* mutant lacrimal gland buds. Red dots highlight *Six1*, *Six2* and other known targets of FGF signaling down regulated in *Pea3* mutants. (**B**) Pea3 binding sites were presented in the *Six1* and *Six2* loci as shown by analysis of ChIP-seq datasets. (**C**) Both *Six1* and *2* were downregulated in *Pea3* and *Fgfr2* mutants. Scale bar, 50μm. (**D**) Quantitative-PCR demonstrated that siRNA reduced the expressions of *Six1* and *Six2*. Student’s t test, *P<0.01, **P<0.0001, n = 3. (**E-F**) siRNA knockdown of *Six1* and *Six2* synergistically disrupted lacrimal gland development in explant lacrimal gland cultures (Mean lacrimal gland sizes relative to control + s.e.m. are shown. One-way ANOVA test, *P<0.05, **P<0.02, n = 3 for each condition).

While a *Six1* deletion has been shown to affect lacrimal gland duct elongation and branching [24], a *Six2* mutant phenotype hasn’t previously been reported. We examined lacrimal gland development in *Six2* knockout embryos at E15.5, but did not observe any gross abnormalities (S2 Fig). This could be due to compensation by *Six1* during lacrimal gland development. To test this idea, we used siRNAs against *Six1* and *Six2* genes, which resulted in significant down regulation of their expressions in a cell based assay (Fig 5D). In the ex-vivo lacrimal gland culture, exogenous Fgf10 induced significant growth of the E17.5 lacrimal gland primordia, which was dampened by siSix1 but not by scrambled siRNA (Fig 5E and 5F). Although siSix2 did not display any effect, combined application of siSix1 and siSix2 led to significant reduction in the size of lacrimal gland buds induced by Fgf10. These results show that Six1 and Six2 act synergistically to regulate lacrimal gland development.

### Pea3 transcription factors suppressed Notch signaling to promote lacrimal gland induction

Although Pea3 proteins generally function as transcriptional activators, they can also act as repressors in certain contexts [25], thus we examined genes upregulated in the *Pea3 TKO* mutants. Notably, pathway analysis revealed activation of the Notch signaling pathway reflected by an increase in expression of the ligand Jag1, receptors Notch1, Notch 2 and Notch3, downstream target Hes1 and a reduced expression of *Lunatic fringe* (*Lfng*) (Fig 6A). 

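Jag1, on chromosome 2 from 137081456 to 137116644, rose from 36.1 ± 7.6 to 167.3 ± 8.3 CPM (n = 3 each), a log2 fold change of 2.21 (standard error 0.16, adjusted p = 3.8e-05). The receptors rose less. Notch1, on chromosome 2 from 26457903 to 26516663, had a log2 fold change of 1.23 (standard error 0.17, adjusted p = 0.0012), Notch2, on chromosome 3 from 98013527 to 98150361, a log2 fold change of 1.502 (standard error 0.23, adjusted p = 0.0017), and Notch3, on chromosome 17 from 32120820 to 32166852, a log2 fold change of 1.37 (standard error 0.18, adjusted p = 8.2e-04). Hes1, on chromosome 16 from 30064384 to 30067796, rose from 88.9 ± 21.8 to 197.5 ± 23.3, a log2 fold change of 1.15 (standard error 0.18, adjusted p = 0.0020). Lfng, on chromosome 5 from 140607320 to 140615545, fell from 64.9 ± 19.8 to 16.9 ± 3.8, a log2 fold change of -1.94 (standard error 0.26, adjusted p = 9.7e-04). All of these stayed past the threshold in each fit without 1 sample, with Hes1 ranging from 0.98 to 1.34. From these changes the paper concludes that the Notch pathway was activated.

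**Figure D4:**
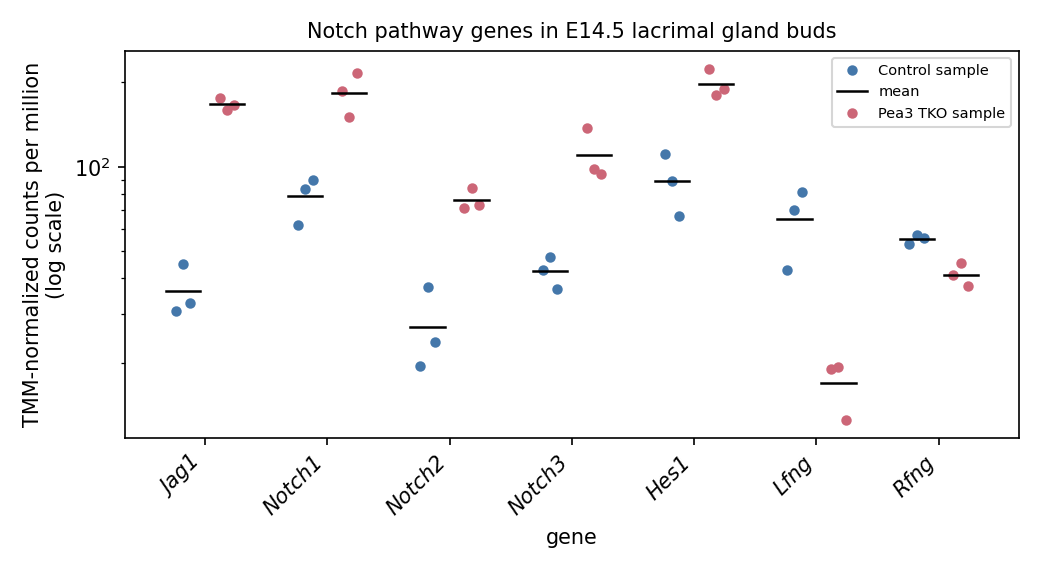
CPM (log axis) of Notch pathway genes in each control (blue) and Pea3 TKO (red) sample, with black bars at the mean of 3 samples. Jag1, the Notch receptors and Hes1 are higher in all 3 Pea3 TKO samples, Lfng is lower in all 3, and the control means of Lfng (64.9) and Rfng (55.4) are close.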

This was further confirmed by GSEA of Notch signaling genes in the *Pea3 TKO* transcriptome (Fig 6B). 

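A list of Notch pathway genes, written beforehand in place of the authors' gene set, had 46 tested members, of which 11 were increased and 5 decreased at an adjusted p threshold of 0.05. As a set they had a mean log2 fold change of 0.43 (camera adjusted p = 0.097), which did not pass the threshold. With preranked enrichment by fgsea in place of camera the adjusted p was 0.16. The gene length correction gave 0.055, and leaving out the genes the paper names for their change in these data gave 0.52. Leaving out control replicate 2 gave 0.048, the only fit without 1 sample that passed. Heyl, a Notch target, rose from 0.6 ± 0.6 to 12.8 ± 5.9 CPM (n = 3 each), a log2 fold change of 4.42 (standard error 0.85, adjusted p = 0.0056).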

Indeed, RNA in situ hybridization showed that *Jag1* mRNA was normally restricted to the surface ectoderm and conjunctiva at E14.5, but in the *Pea3 TKO* mutants, *Jag1* transcripts were ectopically expressed in the lacrimal gland primordia, with its translated protein form being prominently induced in the same area (Fig 6C). This was in sharp contrast to *Lfng*, a gene that was readily detectable in the control lacrimal gland with its expression being significantly reduced in the *Pea3 TKO* mutants (Fig 6C). In line with these findings, *Pea3 TKO* mutant lacrimal gland primordia displayed readily detectable staining patterns of Notch1 intracellular domain (Notch1-ICD), demonstrating that Notch signaling was aberrantly activated.

**Fig 6:**
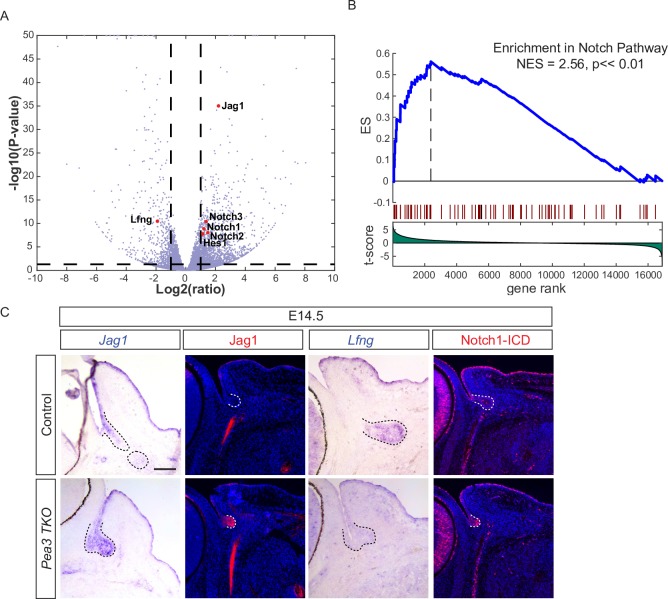
Notch signaling was induced in the *Pea3* mutant lacrimal gland. (**A-B**) GSEA analysis and Volcano plot data revealed that Notch pathway genes were enriched in *Pea3* mutants. (**C**) The *Pea3* knockout resulted in loss of the Notch regulator *Lfng*, induction of ligand Jag1 and ectopic expression of the effector, Notch-ICD, in the lacrimal gland bud (dotted lines). Scale bar, 50μm.

After establishing the misplaced activation of Notch signaling in the lacrimal gland, we subsequently investigated the functional significance of its activation in this developing tissue. Lfng is a glycosyl transferase that prevents Jag1-mediated Notch signaling in a context dependent manner [26–28]. Consistent with its negative role in Notch signaling, genetic ablation of *Lfng* resulted in a moderate increase in Notch1-ICD staining in the tip of the E14.5 lacrimal gland (S3A–S3D Fig). Interestingly, lacrimal gland size was reduced in P10 *Lfng* knockout pups, suggesting that the loss of *Lfng* expression likely contributed to the *Pea3 TKO* lacrimal gland phenotype (S3E and S3F Fig). Nevertheless, the *Lfng* knockout did not fully activate Notch signaling to the extent seen in the *Pea3 TKO* mutants. This prompted us to directly express the Notch1 intracellular domain in the developing lacrimal gland using the Cre-inducible *R26-N1CD* allele. In E14.5 *Le-Cre; R26-N1CD* embryos, expressions of *Six1* and *Six2* were lost, but the lacrimal gland progenitor cell markers Pax6 and E-cadherin were retained (Fig 7A and 7B, dotted lines). The downstream targets of FGF signaling such as *Sox10*, *Pea3*, *Erm* and *Dusp6* were also downregulated (Fig 7A). Interestingly, Jag1 was upregulated in the fornix of the conjunctiva where the lacrimal gland progenitors resided, suggesting that Notch signaling acted in an auto-stimulatory loop to increase Jag1 expression (Fig 7B, dotted lines). At P1, no lacrimal gland was found in *Le-Cre; R26-N1CD* embryos (Fig 7B, n = 10), demonstrating that aberrant activation of Notch was deleterious to lacrimal gland development.

**Fig 7:**
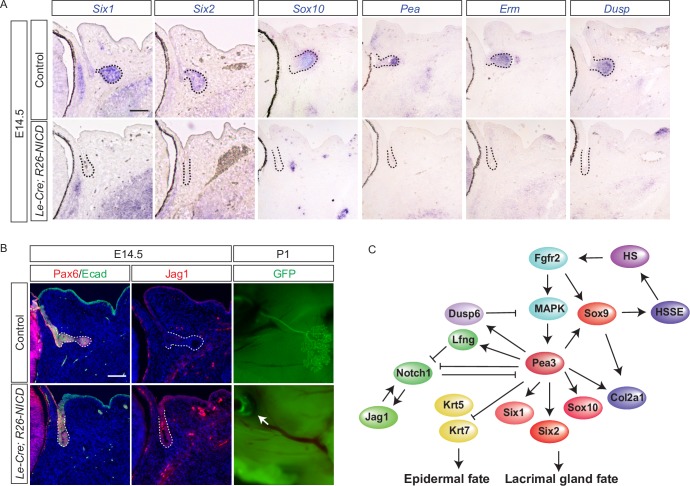
Ectopic activation of Notch signaling abolished lacrimal gland development. (**A**) Ectopic induction of Notch signaling by Notch-ICD overexpression abrogated many of the *Pea3*-regulated genes in the lacrimal gland bud (dotted lines). Scale bar, 50μm. (**B**) Notch-ICD overexpression did not perturb lacrimal gland progenitor cell markers Pax6 and Ecad but resulted in the up regulation of Jag1 expression. At P1, no lacrimal gland was observed (arrow). Scale bar, 50μm. (**C**) Schematic diagram of the *Pea3*-regulated genetic network in lacrimal gland development.

## Discussion

FGF signaling plays an instructive role in lacrimal gland development, controlling its fate determination and morphogenesis. Mediated by the canonical Ras-MAPK pathway, FGF signaling induces expression of Pea3 transcription factors during the formation of both the epithelial and mesenchymal compartments of the lacrimal gland [18, 29]. In this study, we showed that Pea3 transcription factors were necessary to establish the identity of the lacrimal gland epithelium, turning it away from epidermal and conjunctival cell fates (Fig 7C). This was further attributed to the loss of *Six1* and *Six2* during lacrimal gland development, leading to both the disruption of duct elongation and branching morphogenesis. In addition, we found that *Pea3* transcription factors inhibited the Notch signaling pathway which, when activated, prevents the expression of *Six* and *Sox* genes and causes the abortion of lacrimal gland induction. Collectively, our data demonstrate that *Pea3* transcription factors control the expression profiles of key genes involved in the promotion of lacrimal gland identity and morphogenesis.

The regulatory mechanisms controlling the expression levels of *Six1* and *Six2* are not well understood. *Six1* deficiencies cause defects in organs that include the inner ear and kidney, both of which also develop through an epithelial-mesenchymal interaction like that which occurs in the lacrimal gland. However, contrary to what we observed in the lacrimal gland, analyses of inner ear development showed that Pea3 negatively regulated the pre-placodal genes *Six1* and *Eya2*, and *Six1* acted upstream of *Jag1* in the Notch signaling pathway [30, 31]. In kidney development, both Six1 and Six2 are expressed in the cap mesenchymal area where they are required for the ureteric budding and branching process [32–34]. Although Pea and Erm transcription factors are present in both the ureteric bud and the mesonephric mesenchyme, they are only required in the epithelial compartment to mediate Ret signaling [35]. *SIX1*/*Six1* have been previously implicated in lacrimal gland development in humans and in mice. A heterozygous missense mutation in the *SIX1* gene causes autosomal dominant lacrimal gland stenosis whereas *Six1* knockout mouse embryos displayed small lacrimal glands with duct elongation and branching defects [24]. Our RNA-seq analysis showed that *Six2* was expressed at 5.6 folds higher than *Six1* in the developing lacrimal gland epithelium, but surprisingly, *Six2* null mutant embryos did not exhibit any lacrimal gland phenotype. This was likely due to compensation by *Six1*, as our explant culture experiments showed that knockdown of both *Six1* and *Six2* synergistically disrupted branching morphogenesis of the lacrimal gland. We further showed that *Six1* and *Six2* were controlled by Pea3 transcription factors downstream of FGF signaling in the lacrimal gland epithelium. Thus, *Six1* and *Six2* genes are novel targets of Pea3 transcription factors in regulating lacrimal gland morphogenesis.

Although Notch activity is important for maintaining the postnatal homeostasis of the lacrimal gland [36], its temporal requirement during development has yet to be established. We have shown that Pea3 transcription factors prevent ectopic activation of Notch signaling during lacrimal gland induction. Analysis of our RNA-seq data for the modulators of Notch signaling showed that Lfng was the only Fringe family gene expressed abundantly in the lacrimal gland and its expression was significantly downregulated in the *Pea3 TKO* mutants. 

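In controls, Lfng had 64.9 ± 19.8 CPM, Rfng 55.4 ± 2.0 and Mfng 0.17 ± 0.19 (n = 3 each). Mfng thus lay near the smallest share the depth can show. The ratio of Lfng to Rfng was 0.81, 1.23 and 1.46 in control replicates 1 to 3, a mean of 1.17 ± 0.33 (SD). Neither gene was thus the higher one in every control. Per kilobase of exonic length the ratio was 1.16, and without control replicate 1 it was 1.35. In Pea3 TKO, Lfng fell to 16.9 ± 3.8, a log2 fold change of -1.94 (standard error 0.26, adjusted p = 9.7e-04). Rfng, on chromosome 11 from 120780746 to 120784207, fell to 41.3 ± 3.9, a log2 fold change of -0.42 (standard error 0.14, adjusted p = 0.0503), just short of the threshold. The paper proposes that Pea3 factors may turn on Lfng to restrain Jag1-mediated signaling. It bases this on the decrease of Lfng and on Notch1-ICD staining and gland size in the Lfng knockout.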

Lfng is a glycosyltransferase that adds O-linked fucose residues to the extracellular domain of the Notch receptor in order to modulate its ligand binding [37]. Lfng has been shown to potentiate the Dll-mediated but inhibit the Jag1-mediated Notch1 signaling pathways [26–28]. During sensory hair cell development in the inner ear, Lfng co-expresses with Jag1 and, when mutated in mice, partially rescues the *Jag2* knockout phenotype [38, 39]. During lacrimal gland development, Pea3 transcription factors may turn on the expression of Lfng to down regulate Jag1-mediated Notch signaling. This model was supported by the down regulation of *Lfng* levels in the absence of Pea3 transcription factors, and increased Notch1-ICD staining with reduced size of the lacrimal gland in the *Lfng* knockout. *Lfng* was not the only component of Notch signaling targeted by the Pea3 transcription factors in the lacrimal gland. In fact, the expression levels of *Jag1*, *Notch* and *Hes1* were all elevated in the *Pea3 TKO* mutants, resulting in a much higher level of Notch1-ICD staining compared to that seen in the *Lfng* mutants. 

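With the replicate number as a block, the log2 fold changes were 2.23 for Jag1 (adjusted p = 1.0e-04), 1.23 for Notch1 (adjusted p = 0.0011), 1.55 for Notch2 (adjusted p = 6.4e-04), 1.36 for Notch3 (adjusted p = 7.6e-04) and 1.17 for Hes1 (adjusted p = 8.6e-04). Each was higher in 3 of 3 Pea3 TKO samples than in any control. The Notch1-ICD staining rests on other experiments and was not analysed here.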

To replicate such strong activation of Notch signaling, we directly expressed Notch1-ICD in the ocular surface, resulting in loss of both the *Six* and *Sox* genes and abrogation of lacrimal gland induction. These results highlight the importance of inhibiting aberrant premature Notch signaling during lacrimal gland development.

Our study revealed a previously underappreciated FGF signaling network systematized by the Pea3 transcription factors targeting *Sox*, *Six* and Notch signaling pathways during development of the lacrimal gland. We also showed that Pea3 transcription factors not only directly promote the expression of heparan sulfates involved in potentiating FGF signaling but also activate expression of the inhibitory factors Sprouty4 and Dusp6. We would like to suggest that by inducing both positive and negative feedback loops the Pea3 family of proteins may amplify the transcription response to low levels of FGF signaling but dampen the response to strong FGF signals. This non-linear transcriptional response mechanism can stabilize the FGF signaling network output given a wide range of FGF signal input, buffering the developmental system in face of environmental perturbations.

## Materials and methods

### Ethics statement

The animal experiments were approved by Columbia University Institutional Animal Care and Use Committee (Protocol number: AAAR0429).

### Mice

Mice carrying *Erk1*^*-/-*^, *Erk2*^*flox*^, *Lfng*^*-/-*^,*Mek1*^*flox*^ and *Mek2*^*-/-*^ alleles were bred and genotyped as described [28, 40, 41]. We obtained *Er81*^*flox*^ mice from Dr. Silvia Arber (University of Basel, Basel, Switzerland), *Pea3*^*-/-*^ and *Erm*^*flox*^ mice from Dr. Xin Sun (University of California at San Diego, San Diego, CA), *Fgfr2*^*flox*^ from Dr. David Ornitz (Washington University Medical School, St Louis, MO) and Le-Cre mice from Dr. Ruth Ashery-Padan (Tel Aviv University, Tel Aviv, Israel). [15, 19, 42, 43]. *Rosa-N1-ICD*^*flox/+*^ mice were obtained from Jackson lab (Stock # 008159). Animals were maintained in a mixed genetic background. Lacrimal gland growth and morphology were identical in *Le-Cre* and *Le-Cre;Pea3*^*+/-*^*;Erm*^*flox/+*^*;Er81*^*fl*ox/+^ mice, which were used as controls throughout the conducted experiments. Mice were housed in specific pathogen free (SPF) facility that employed a 12-hour light-dark cycle and were given standard mouse feed.

### RNA in situ hybridization

RNA in situ hybridization was performed as previously described [44]. Briefly, the mouse embryos were harvested, fixed overnight in 4% PFA, equilibrated in 30% sucrose and cryo-frozen in OCT. On the day of the experiment, OCT blocks were sectioned at 10 μm, hybridized with the diluted probe at 68°C overnight in a wet chamber and moistened with solution containing 50% Formamide and 1X Salt (0.2M NaCl, 10mM Tris, 5mM NaH_2_PO_4_, 5mM Na_2_HPO_4_, 5mM EDTA). The probe was diluted at 1:200–500 in a pre-warmed hybridization buffer and incubated at 70°C for at least 10 minutes. On the next day, slides were washed 3X in wash buffer (1X SSC (150mM NaCl, 15mM Sodium citrate, pH 7), 50% Formamide) at 68°C. After cooling, slides were washed 2X with MABT (100mM maleic acid, 150mM NaCl, pH 7.5, 0.1% Tween 20) and incubated at room temperature for 30 min. Slides were then blocked with 20% Sheep serum in MABT for 1 hour, followed by an overnight incubation with anti-DIG antibody (1:1500) at 4°C. On the next day, slides were washed 4-5X with MABT and 2X with alkaline phosphatase buffer. For color development, slides were covered with BM purple substrate and incubated at room temperature for 4–24 hrs. The following probes were used: *Pea3*, *Erm5* (from Dr. Bridget Hogan, Duke University Medical Center, Durham, NC, USA), *Er81* (from Dr. Gord Fishell, New York University Medical Center, New York, NY, USA), *Jag1* (from Dr. Doris Wu, National Institute on Deafness and Other Communication Disorders, National Institutes of Health, Bethesda, MD), *Lfng* (from Dr. Andy Groves, Baylor College of Medicine, Houston, TX), *Six1* (from Dr. Bernice Morrow, Albert Einstein College of Medicine, New York, NY, USA), *Six2* (from Dr. Thomas Caroll, UT Southwestern Medical center, Dallas, TX, USA), *Sox10* (from Dr. Anthony Firulli, Indiana University School of Medicine, Indianapolis, IN, USA), *Dusp6* (full length cDNA IMAGE clone: 3491528, Open Biosystems, Huntsville, AL, USA), *Sfn* and *Krt7* (full length cDNA IMAGE clone: 184592 and 40614, the DNA Resource Core, Harvard Medical School, Boston, MA, USA).

### Immunohistochemistry

For immunohistochemistry of paraffin samples, sections were deparaffinized and rehydrated by serial treatment with histosol followed by decreasing percentages of ethanol solutions [44, 45]. For cryosections, sections were briefly washed with PBS to remove OCT. Antigen retrieval was performed with microwave boiling in citrate buffer (10 mM sodium citrate, pH 6.0) for 1–2 minutes followed by heating for 10 minutes at a low power setting. Sections were then washed with PBS and blocked with 5% NGS/0.1% Triton in PBS. Primary antibody incubation was performed overnight at 4°C in a humid chamber followed by incubation with fluorescent-conjugated secondary antibodies for 1 hour at room temperature in the dark. For signal amplification, HRP-conjugated secondary antibodies were used, followed by washing and equilibration with TNT buffer. The slides were then incubated with Tyramide reagent for 10 minutes, washed with TNT buffer, stained with DAPI and mounted with anti-fade reagent, 0.2% NPG, 90% glycerol in 1X PBS. The following primary antibodies were used: Pax6 (PRB-278P) and Krt14 (PRB-155P) (both from Covance, Berkeley, CA, USA), Ecad (U3254, Sigma, St Louis, Missouri, USA), Jag1 (sc-8303, H-114, Santa Cruz Biotechnology, Santa Cruz, CA, USA), Krt 5 (905901, Biolegend, San Diego, CA, USA), N1-ICD (#4147, Cell signaling Technology, Boston, MA, USA)

### Quantitative-PCR

3T3/HeLa cells were cultured in Dulbecco's Modified Eagle's Medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin (Invitrogen) at 37°C. For the *Six1* knockdown, transient transfection of *Six1* siRNA (s73792, Ambion, Carlsbad, CA) was performed in 3T3 cells. Total RNA from 3T3 cells was extracted using the MiniRNA Plus kit (Qiagen, Hilden, Germany) and converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative-PCR was performed using the PCR SYBR green 2X master mix (Invitrogen, Carlsbad, CA) in the StepOne plus Real time PCR instrument [46]. For the Six2 knockdown, transient transfection of *Six2* cDNA (clone TCM1304, Transomic, Huntsville, AL) was performed with Lipofectamine 3000 (cat#L3000015, Invitrogen, Carlsbad, CA) according to the manufacturer's instruction. After 18 hours, cells were transfected with *Six2* siRNA (Silencer Select, s73794, Ambion, Carlsbad, CA) or scrambled siRNA with a final concentration of 20 nM using RNAi Max (cat#13778150, Invitrogen, Carlsbad, CA) according to the manufacturer's instruction. siRNA silencing was conducted a second time after 8 hours. Cells were collected for Quantitative-PCR analysis following the *Six2* cDNA overexpression for 48 hours and the *Six2* siRNA knockdown for 24 hours. The primer sequences used were: *Six1*: 5’- ATGCTGCCGTCGTTTGGTT -3’, 5’-CCTTGAGCACGCTCTCGTT -3’, *Six2*: 5’- CACCTCCACAAGAATGAAAGCG-3’, 5’-CTCCGCCTCGATGTAGTGC -3’, *Gapdh*: 5’-AGGTCGGTGTGAACGGATTTG-3’, 5’-TGTAGACCATGTAGTTGAGGTCA-3’.

### Chromatin immunoprecipitation

P4 old lacrimal glands collected from 40 mouse pups were incubated with 1ml trypsin for 5 minutes and pipetted a few times to dissociate into single cells. 4ml DMEM+10% FBS was added to neutralize the trypsin before addition of 270μl formaldehyde (37%) in 10ml of DMEM containing 10% FBS to fix the cells with shaking for 10 minutes. The cross linking was stopped by addition of DMEM with 10% FBS and 0.125M glycine for 5 minutes. After washed with cold 1xPBS twice (5 minutes each) and centrifuged in 3000 rpm for 3 minutes, the cells were collected and re-suspended in 1ml of ChIP lysis buffer (10mM Tris-Cl, pH8, 85mM KCl, 0.5% NP-40, 5nM EDTA, 0.25% Triton; RIPA- 1% Triton, 150mM NaCl, 0.1% SDS, 0.1% Na-Deoxycholate, 10mM Tris-Cl, pH8, 5mM EDTA) with 1X protease inhibitor and kept in rocker at 4°C for 10 minutes. The cells were spun at 3K rpm, re-suspended with 1ml of RIPA buffer with 1X protease inhibitor before being sonicated with the power 1 second “on”, 2 second “off” for 8 minutes and spun in 15000 rpm for 10 minutes at 4°C. Pre-cleared by incubating with 45 μl agarose beads for 2 hrs at 4°C, the supernatant was spun at 3K rpm and incubated overnight with 1μg of antibody for 1mg of protein at 4°C, followed by 20 μl protein G bead for 2 hrs. The beads were washed with RIPA, Wash buffer A (50mM HEPES, pH7.9, 500mM NaCl, 1mM EDTA, 1% Triton, 0.1% Na-deoxycholate, 0.1% SDS), wash buffer B (20mM Tris-Cl, pH8, 1mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% Na-deoxycholate) and TE buffer twice respectively (5 min each wash). After they were spun at 2000 rpm, the collected beads were incubated with 480μl elution buffer (1% SDS, 30mM Tris-Cl (pH8), 15mM EDTA, 200mM NaCl) at 50°C overnight before adding the same volume of phenol:chloroform and centrifuging at 15000 rpm for 5 minutes. The supernatant was mixed with 2X ethanol (100%) at -80°C for 30 minutes, recovered to RT and centrifuged at 15000 rpm at 4°C for 15 minutes. The pellet was washed with 70% ethanol and the air dried DNA was dissolved in 15μl of distilled water for PCR reaction. The mouse monoclonal antibody against Erm was from Proteintech (Catalog number: 66657-1-Ig). The primers used are: CAGCGACTGGAATGAGAACA and GCTGGAACAGGTTGTGTTGA for *Dusp6*, ACTTGGGACTGCCACACTG and AACAACCCCCTCCCTTCTAA for *Col2a1*, TACGATGATGACCGGAAGTG and AGGTTGTTCCAGGTCAGGTG for *Mmp2*, AGTCCCGCTTGATACCTTGA and GTGGCTTTCTCGCTGTCTTT for *Ext1*.

### Lacrimal gland organ culture

The lacrimal glands from E16.5–17.5 embryos were harvested and gently transferred onto filter paper (0.45 um) in 35 mm low bottom dishes (ibidi, Martinsried, Germany) in medium (DMEM, 5%FBS, 400ng/ml Fgf10, 250ng/ml Heparin, 1X ITS, P/S) containing either scrambled, Cy3-labeled negative control (AM4621, Invitrogen, Carlsbad, CA), *Six1* (s73792) or *Six2* (s73794) siRNA. Lipoefectamine-siRNA complexes were prepared in Optimem medium as per the manufacturer’s instructions. To test the genetic redundancy, 45nM of scrambled siRNA, 15nM Six1 + 30nM scrambled siRNA, 30nM Six2 +15nM scrambled siRNA and 15nM Six1 + 30nM Six2 siRNA were used. 10μl of matrigel and medium in a 1:1 ratio was added on top of each gland. The glands were cultured for 24–48 hrs at 37°C.

### Laser capture microdissection, RNA sequencing and Bioinformatics analysis

Laser capture microdissection and RNA sequencing were performed as previously described [29]. The RNAseq data is available at the GEO repository under accession number GSE114509. Unsupervised clustering analysis was performed in MATLAB using the Clustergram function. 

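Of the 200 genes with the largest interquartile range of log2(CPM + 1) among the tested genes, 142 were higher in Pea3 TKO and 186 had an adjusted p under 0.05 by the quasi-likelihood test. The choice of genes mattered for the correlation. Ranking by the interquartile range of CPM on the linear scale gave a mean r within groups of 0.96, against 0.89 for ranking on the log scale. In both, r was computed on log2(CPM + 1).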

We determined interquartile ranges of the gene expression levels in all samples and the top 200 genes were plotted. GSEA was performed using MATLAB implementation of the same method as described [20]. KEGG pathway enrichment analysis and functional annotation was performed in DAVID. 

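These cutoffs applied to the deposited counts gave 529 decreased genes, when expression was taken as the mean TMM-normalized count of the 3 control samples and p as the unadjusted p of the quasi-likelihood test. The unit of the expression cutoff is not stated in the paper. With the mean over all 6 samples the number was 477, with adjusted p 463, and with DESeq2 539. Reading the units as CPM left 178 genes. The replicate number as a block gave 529.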

For the functional annotation of downregulated genes, a list of 476 genes was used for the analysis based on cutoff points for the normal expression levels (> 50 units), Log2 (fold change) (<-1) and p-values (<0.05). Volcano plots representing Log2(p-value) vs Log2(fold change) were plotted in MATLAB. -Log2(p-value) > 50 were set to 50 in order to avoid the scaling issues in the plot.

ChIP-seq analysis was performed using MACS [47]. SRA files of ETV1 (ER81), ETV4 (PEA3) and ETV5 (ERM) ChIP-seq data were retrieved from the GEO database [21, 22]. SRA files were converted to a Fastq format using sratoolkit, followed by mapping of the sequence reads on the genome (hg18) to generate a SAM file. Peak calling was done using MACS (using default parameters). The mapped ChIP-seq file was visualized on the human reference genome assembly (hg18) using the UCSC genome browser. The Erm binding sites in the mouse genome were scanned using MATCH algorithm based on TRANSFAC database.

## Supporting information

S1 Fig Chromatin immunoprecipitation confirmed Erm target genes in the lacrimal gland cells. (**A**) Locations of Erm binding sites (blue bars) identified by the TRANSFAC database in *Ext1*, *Dusp6*, *Col2a1* and *Mmp3* mouse genes overlaid with the conservation plot of placental mammal genomes. (**B**) Chromatin immunoprecipitation using anti-Erm antibody showed selective enrichment of *Ext1*, *Dusp6*, *Col2a1* and *Mmp3* sequences compared to IgG antibody control.
(TIF) Click here for additional data file.

S2 Fig Normal lacrimal gland development in the *Six2*^*-/-*^ mutant. (**A-B**) Hematoxylin and Eosin (H&E) and Pax6/Ecad staining showed comparable lacrimal gland budding between the E15.5 control and *Six2*^*-/-*^ mutant embryos (dotted lines).
(TIF) Click here for additional data file.

S3 Fig *Lfng* knockout resulted in up regulation of Notch signaling and lacrimal gland hypoplasia. (**A-D**) Notch-ICD was elevated in the tip of the *Lfng* mutant lacrimal gland bud at E14.5. C and D are the enlarged images of the areas marked in A and B. Arrows point to the tips of the lacrimal gland buds. (**E-F**) At P10, the lacrimal gland in the *Lfng* mutant (F) was reduced in size compared to the wild type control (E).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

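E14.5 lacrimal gland buds were isolated by laser capture for 3 control (Le-Cre) and 3 Pea3 TKO samples. The authors amplified and sequenced the RNA and deposited the raw count of reads per gene symbol, 1 table per sample, without normalization. The aligner, the counting tool, the genome build and the annotation are not stated in the paper or the sample labels, nor is the tool behind the p-values and fold changes in the figures. The paper describes its controls in general as Le-Cre or heterozygous animals, whereas the sample labels give Le-Cre for all 3. Totals ran from 14194775 to 17860140 counts per sample, and the largest gene took at most 0.56% of a sample's counts.

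From the deposited counts, genes were kept by the filterByExpr function of edgeR 4.0.16 (R 4.3.3) with its defaults, which left 13087 of 23420 genes. Counts were normalized by TMM, and Pea3 TKO was compared with control by the edgeR quasi-likelihood test with condition as the only term and Benjamini-Hochberg adjustment. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Gene sets were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, and the direction of a set is that of camera. The sign of the mean log2 fold change was used at first and replaced after the results had been seen. The sets were lists written by hand before the processed files arrived, except the keratin and collagen families, which were taken by symbol. The set lists of the paper, including the Fgfr2 mutant comparison, are not in the files analysed here. Clustering used the 200 genes with the largest interquartile range of log2(CPM + 1), standardized by gene, with Euclidean distance and average linkage. Gene positions, exonic lengths and GC content come from GENCODE M21 (GRCm38) by symbol, which covered 94.3% of tested genes.

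The genes named in the text were chosen by a rule fixed beforehand. They are every gene that the paper names for these data, Pax6, Cdh1, the other Fringe genes, markers of embryo sex, up to 3 members with the smallest p of each set, and the 6 largest increases and 6 largest decreases with an adjusted p under 0.05, a mean normalized count of at least 50 and no overlap between the groups. Some results under this rule are left out of the text.

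The scripts were tested on simulated counts drawn from the means, library sizes and dispersions of the real genes, with 200 genes changed by known amounts. The quasi-likelihood test recovered 64.7% of the changes, 77.7% of the 4-fold and 52.9% of the 2-fold ones, with 5.9% false genes among those called and no wrong sign. The pass mark of this test was changed after it failed. A first mark of 70% of all changes and a second of 80% of the 4-fold changes were not reached. A likelihood-ratio test given the true dispersion of each gene recovered 70.7% of all changes, 83.0% of the 4-fold and 59.6% of the 2-fold ones, and the mark now compares the test with that value. The random seed and the test itself were not changed. A change missed in these data is therefore not shown to be absent, above all for genes that vary between replicates.

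Alternatives covered DESeq2 1.42.0, other size factors, other low-count filters, the replicate number as a block, corrections for GC content and gene length, the edgeR exact test, other thresholds, fgsea 1.28.0 for gene sets, and leaving out each sample in turn. A covariate for Y-linked expression, shrunken fold changes from DESeq2 and the clustering without single samples were added after the data were seen. Experiments of the paper other than the RNA-seq have no values in the files analysed here and were left out.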

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

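The 6 largest increases under the rule given above, among genes that the paper does not discuss, were flagged as changes it leaves unanalysed. They rose from almost no counts in the controls. They were Rgs4 (log2 fold change 11.32, adjusted p = 2.4e-04), Xaf1 (log2 fold change 9.84, adjusted p = 0.0017), Gm20752 (log2 fold change 9.75, adjusted p = 5.1e-04), Serpina3g (log2 fold change 9.26, adjusted p = 6.9e-05), Tnc (log2 fold change 8.88, adjusted p = 2.2e-04) and Flt1 (log2 fold change 8.72, adjusted p = 2.1e-04). Each was higher in 3 of 3 Pea3 TKO samples, which the rule that chose them required. Means in Pea3 TKO lay between 6.7 and 20.4 CPM. In controls the highest mean was 0.038, below the smallest share that 3 counts can show, so the size of these fold changes rests on a value near 0. Rgs4 lies on chromosome 1 from 169741477 to 169747642, and Serpina3g on chromosome 12 from 104236245 to 104241939.

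Several technical explanations were tested. Reads shared with near-identical copies were looked for among all transcripts, and 0 of the 6 genes had another gene matching at least 50% of its transcript at 95% identity. For flanking DNA carried with the 3 targeted loci, 0 of the 6 genes lay within 10 Mb of one. Under the GC content correction, 0 of them lost significance. With almost no counts in the controls, such a correction could hardly remove the difference, so this test does not decide the question. Regarding embryo sex differing between groups, 0 lay on X or Y or failed to rise in Pea3 TKO replicate 3, though the selection rule itself required that rise, so only the chromosome is informative. As for carry-over of mesenchyme differing between groups, 0 of the 6 were more than 2 log2 units lower in the Pea3 TKO sample with the fewest fibroblast marker counts. The last 2 of these predictions were written after related counts had been seen. RNA from surface epithelium or other tissue next to the bud may also bring in such genes. No sample of those tissues is in the files analysed here, so a response to the loss of the Pea3 genes cannot be told apart from a difference in captured tissue.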

How the results depend on the processing

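The main settings and alternatives were written before the processed files arrived, apart from those named as added. The grouping of all 6 samples by genotype was the same under other gene choices, another pseudocount and another distance. The number of increased keratins stayed within 1.5 times. The number of decreased genes under the paper's cutoffs moved by more than 1.5 times only when units were read as CPM, to 178. The replicate block gave 3191 genes and, with the GC correction, 3168, against 3268.

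Leaving out 1 sample gave from 1948 to 3344 differentially expressed genes, 1131 to 1948 increased and 799 to 1417 decreased. The count of all genes was 3344 without control replicate 1 and 3003 without Pea3 TKO replicate 3, and lower without any of the other samples, so it depends on which samples are used. Requiring an absolute log2 fold change above 1 gave 1564 genes (1081 increased, 483 decreased), and with unadjusted p 1901 (576 decreased). The covariate for Y-linked expression, added after the data were seen, left 845 genes (529 increased, 316 decreased), since the comparison then rests mainly on Pea3 TKO replicate 3.

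Set tests depended on the assumed correlation between genes. When it was estimated from the data, the adjusted p was 0.22 for each of the epidermis, keratin, heparan sulphate and FGF-ERK lists and 0.41 for collagens, so these results assume nearly independent genes. Without the genes the paper names, it was 0.44 for heparan sulphate synthesis, 0.27 for the FGF-ERK response and 0.31 for collagens. Genes named for their change in these data tend to carry a set, so leaving them out tends by itself to weaken it. Across fits without 1 sample, the adjusted p ranged from 0.048 to 0.10 for the Notch list, 0.025 to 0.25 for the hair follicle placode, 1.3e-04 to 0.51 for fibroblasts, 2.1e-08 to 0.058 for collagens and 0.67 to 0.99 for ECM-receptor genes. The mean log2 fold change of collagens ranged from -0.56 to 0.57 without 1 sample and was 0.14 without the genes the paper names, although the direction of camera stayed down. The mean also changed sign under 1 setting each for the Dermal condensate (-0.28 with at least 10 counts in every sample), Melanocyte (0.07 with no low-count filter) and Ras-MAPK lists (-0.07 without Pea3 TKO replicate 1). The direction of the test reversed under some settings for lists and genes that did not pass the threshold in the main fit. Adjusted p values there were those of the Schwann cell list (0.31 with at least 10 counts in every sample, 0.87 with fgsea), the Blood list (0.58 to 0.97 without 1 sample) and the Skeletal muscle list (0.40 to 0.99 without 1 sample). For the ECM-receptor interaction list they were 0.99 with at least 10 counts in every sample and 0.90 with gene length correction. That list also reversed without control replicate 3 (0.93) and without Pea3 TKO replicate 3 (0.73). Log2 fold changes were those of Kdm5d (0.80 with Y-linked expression covariate), Uty (0.27 with Y-linked expression covariate), Hbb-y (-0.11 to 1.61 without 1 sample), Alas2 (-0.83 to 1.29 without 1 sample), Hba-x (-0.98 to 0.74 without 1 sample, 0.77 with Y-linked expression covariate) and Mylpf (-0.60 to 0.11 without 1 sample).

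The mean r within groups was 0.96 for genes ranked on the linear scale, 0.98 for those with the smallest p and 0.97 over all tested genes. It was 0.83 with a pseudocount of 0.1, which stretches differences between low counts. Per kilobase of exonic length, which corrects for longer transcripts giving more counts, the ratio of Etv5 to Etv1 was 108.12. Control levels per kilobase were 25.93 for Lfng, 22.25 for Rfng, 2.39 for Etv1, 48.68 for Etv4 and 257.81 for Etv5. Of the 2013 rows for single genes and secondary sets, 1852 were unchanged, 89 lost and 58 gained significance, and 14 changed direction. DESeq2 was not run for set tests, and the list of retina markers had too few tested members. Depth limits what can be said of genes with few counts in 1 group.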

Differences from the paper's values

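The mean Pearson r within groups was 0.89 ± 0.06 (SD over pairs), against the paper's value of 0.8. Of the alternatives set before the files arrived, a pseudocount of 0.1 gave 0.83, within the spread of the paper's value, and the others did not close the gap.

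For Krt6a the fold change was 23.1, against the paper's value for Krt6 of about 13 in Fig 4A. Leaving out control replicate 2, control replicate 3 or Pea3 TKO replicate 1 gave 18.1, 16.7 and 19.4, within the spread or the factor of 1.5 beyond which values count as different here, and the other alternatives set beforehand did not. For Krt15 it was 10.9, against the paper's value of about 6.8 in Fig 4A. Leaving out control replicate 2, control replicate 3 or Pea3 TKO replicate 1 gave 8.5, 7.8 and 9.2, the gene length correction gave 10.2, all without a difference by the same rule, and the other alternatives set beforehand did not close the gap. Control replicate 1, with the highest keratins, pulls the fold change down, so the samples and the unit behind the figure matter. The covariate for Y-linked expression, chosen after seeing the values, gave 17.5 for Krt6a and 7.2 for Krt15. Shrunken fold changes from DESeq2, also chosen after seeing the values, gave 4.9 and 3.2.

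Under the paper's cutoffs there were 529 decreased genes here and 476 in the paper, which is within the factor of 1.5 set for a difference. With expression averaged over the 6 samples the number was 477, and without control replicate 3 it was 479.

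The paper describes Lfng as the sole abundantly expressed Fringe gene, whereas Rfng had 55.4 ± 2.0 CPM in controls beside 64.9 ± 19.8 for Lfng (n = 3 each), a ratio of 1.17 ± 0.33. The paper describes PI3K and Ras pathways as impaired, while the lists that stood in for them had mean log2 fold changes of 0.30 and 0.03 (adjusted p = 0.26 and 0.85). It reports enrichment of hair follicle placode and Notch genes, where the lists used here gave adjusted p = 0.21 and 0.097, and lower ECM interaction, where ECM-receptor genes other than collagens gave 0.96. The lists of the paper were not available, so these set comparisons are between different gene lists. For PI3K, Ras and ECM interaction the kind of test differs too. The paper tested enrichment among decreased genes, whereas camera tests a net shift of all members.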

Other observations

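Only the real split of the 6 samples gave 3268 genes, so 1 of the 10 splits into 3 and 3 reached that number, and the other splits gave 0 genes. The same held for the number of genes under the paper's cutoffs in the direction with more of them (1 of 10) and the increased keratins (1 of 10). With 10 splits this share cannot fall below 0.1, so chance is not excluded by this test alone. For set tests, 1 of 10 splits gave a p as small for each of the Notch, epidermis, keratin, heparan sulphate and FGF-ERK lists. It was 3 of 10 for PI3K-AKT, 4 for collagens and for the hair follicle placode, 5 for melanocytes, 6 each for fibroblasts, dermal condensate and Schwann cells, 8 for Ras-MAPK and 10 for ECM-receptor genes. The camera p of 5.8e-06 for collagens therefore overstates its weight, as other groupings of the same samples give a p as small.

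The embryos differed in sex. Summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were 3099, 2177 and 2353 in the controls, 7 and 3 in Pea3 TKO replicates 1 and 2 and 2366 in replicate 3. Xist had 1675 and 465 counts in Pea3 TKO replicates 1 and 2 and at most 7 in the others. So 1 of 3 Pea3 TKO samples carries Y-linked counts, where all controls do, and embryo sex differing between groups cannot be told apart from genotype by the group comparison. In a test predicted after these counts were seen, 98.7% of the 2964 genes called without Pea3 TKO replicate 3 moved the same way in that sample. The fit without it given above called 3003 genes, so the sets are not identical. Of the 3268 genes called with all samples, 85 lie on X or Y. Pea3 TKO replicate 3 is compared with the same controls, which by itself favours the same direction. Sex is a less likely source of most differences, but within 1 sex the comparison rests on a single mutant sample, and 845 genes passed with the Y-linked covariate.

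Other technical sources were weighed for the number of genes. After thinning every sample to the smallest total, 3257 genes passed the threshold. Log2 fold changes had a Spearman rho across genes of 0.088 with GC content and -0.082 with exonic length, and genes are not independent replicates. Within 10 Mb of Etv1, Etv4 and Etv5, 26.4% of 428 genes were called, against 25.3% elsewhere (Fisher's exact test, p = 0.61). Flanking DNA from the targeted alleles was thus not seen to raise the number, but this test does not cover single genes. Krt14, Krt15 and Krt17 lie within 10 Mb of Etv4, and Hes1 within 10 Mb of Etv5. Flanking DNA was not tested for them. Krt5, Krt6a, Krt7, Krt8 and Krt18, which also rose, lie on chromosome 15, away from these loci.

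The increase of keratins may come from captured tissue as well as from a change within the bud. Conjunctiva and epidermis markers other than keratins and the genes the paper names rose too (mean log2 fold change 2.14, camera p = 2.8e-17), which carry-over of surface or conjunctival epithelium predicts. The change of fate that the paper proposes predicts the same, so this test does not separate them, and the in situ panels of the paper bear on it where counts do not. Fibroblast markers differed at an adjusted p of 0.097 with a mean log2 fold change of 1.60, so a difference in captured mesenchyme is not excluded. Their mean was higher in Pea3 TKO, where more mesenchyme would lower the share of keratins, so this test cannot decide the source of their increase. Among controls, 17 of 18 keratins were higher in replicate 1 than in replicate 2. In a test written after this was seen, the difference between those samples had a Spearman rho across all genes of 0.23 with that between Pea3 TKO and control replicate 3, and 0.55 across keratins. That is below the 0.3 set for all genes but not near 0, so variable capture remains possible.

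For Col2a1 and Col9a1, the other cartilage markers were lower as a list (exact permutation of samples cannot go below 0.1, but camera p = 0.020, mean log2 fold change -1.03, 5 of 9 decreased). Of the 9, 3 had a positive log2 fold change, 1 of them past the threshold. Fibroblast markers had a higher mean (camera adjusted p = 0.097). The prediction for cartilage carry-over in the controls asked that both lists fall, so the outcome was mixed and such carry-over could still contribute. The paper's Col2a1 staining of the bud's basement membrane bears on it where counts do not. Col9a3 fell in 3 of 3 Pea3 TKO samples, from 758.4 ± 9.9 to 207.0 ± 46.9 CPM.

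As a hypothesis, activation of Notch output should raise direct targets other than Hes1. All 4 tested targets rose (mean log2 fold change 1.60), but camera p was 0.066, short of the threshold set beforehand, so the result is undecided with so few genes. A p53 response, as a candidate explanation of the TUNEL staining in the paper, was higher as a list (camera p = 0.018, mean log2 fold change 0.46). Cdkn1a rose in 3 of 3 samples, from 49.3 ± 17.8 to 106.7 ± 13.7 CPM, while Aen fell. The list is near its threshold. Its adjusted p is 0.046 among all lists, 0.12 with fgsea and 0.41 with an estimated correlation between genes. Other splits of the samples were not run for it, and differences in captured tissue may shift it too.

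Several labels above were made stricter after the values were seen. Where a prediction was met only in part, as for fibroblast markers, cartilage markers, Notch targets and capture among controls, the outcome is given as undecided and not as evidence against the explanation.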
